A study of Mus musculus with 36 samples. Its data were reported in "Neuroprotective and Anti-Inflammatory Effects of Dimethyl Fumarate, Monomethyl Fumarate, and Cannabidiol in Neurons and Microglia" (2024).

How the data were processed

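RNA was sequenced from BV-2 cells, an immortalised mouse microglial line, in 36 libraries that the labels place in 12 groups of 3. The groups were 6 treatments at 2 exposure times, 4 h and 24 h. The treatments were DMSO alone, ethanol (EtOH) alone, lipopolysaccharide (LPS, 600 ng/mL, a bacterial activator of microglia), and LPS with dimethyl fumarate (DMF, 30 µM), monomethyl fumarate (MMF, 30 µM) or cannabidiol (CBD, 6 µM). The vehicles were at 0.2%. DMSO was the vehicle of DMF and MMF, and EtOH that of CBD. The paper dissolved LPS in water and did not state which vehicle the cells with LPS alone received. A difference in solvent may therefore add to each comparison of a drug or a vehicle with LPS alone, and it was not tested. The LPS-treated groups carry replicate numbers 1 to 3 in the labels and the vehicle groups numbers 4 to 6.

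The authors trimmed paired-end reads with Cutadapt and Trimmomatic, aligned them with HISAT2 to GRCm39, counted reads per Ensembl gene with HTSeq and compared groups with DESeq2. The strand setting of the counting was not stated, so genes that overlap on opposite strands could not be judged. The authors deposited 30 tables, 1 for each pair of groups, each with the signal of 6 libraries as read counts divided by DESeq2 size factors. The same deposited tables give log2 fold changes with standard errors, the Wald score, p-values and adjusted p-values. They listed 17161 to 17778 genes each and 19879 genes in all, of which 18037 were protein coding.

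The unit of the library columns was checked before use. Whole reads were recovered in 155 of 180 library columns by dividing each column by its own unit step. The other 25 columns had size factors too near 1 for that step, and their libraries were recovered from other tables. Of 2695078 recovered values, 100% lay within 0.01 read of a whole number. Of 2020699 values compared between tables that share a library, 0 differed. The size factors ran from 0.750 to 1.53. No pair of libraries within a group was a copy of another, since the chi-square per degree of freedom of 36 pairs ran from 4.83 to 31.0. The deposited coordinates were checked against a GRCm39 annotation (GENCODE), in which 19850 of the genes were found, 19826 of them at an overlapping position.

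Because the deposited values are normalized counts, gene-level tests were run with limma 3.58.1 (lmFit and eBayes with an intensity trend) on log2 of the authors' normalized count plus 1, in R 4.3.3. Each comparison used only its own 6 libraries. Genes were tested when at least 3 of the 6 libraries had a normalized count of 10 or more. A gene was called at a Benjamini-Hochberg adjusted p below 0.05, and the absolute log2 fold change was not limited. Fold changes are given as the first named group over the second, and errors are standard deviations over 3 libraries unless given as SE (the limma standard error). The 24 comparisons tested here were LPS against each vehicle, each drug with LPS against LPS, the drugs against each other, DMSO against EtOH, and 24 h against 4 h within each treatment. For the pairs in which LPS and a drug change together (LPS with DMF or MMF against DMSO, and LPS with CBD against EtOH), only the counts in the authors' deposited tables are given.

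The difference between a drug effect at 24 h and at 4 h was tested as an interaction term in limma on 12 libraries, from the recovered reads under joint median-of-ratios factors. Principal components were computed within a time point over the 1000 most variable genes. Gene lists were tested with fry (limma, two-sided directional rotation test) in the 10 comparisons of LPS with a vehicle or of a drug with LPS, and adjusted over the resulting 80 pairs of list and comparison. The lists were inflammation (14 genes), NF-kB (14), Nrf2 (14), interferon response (16), sterol synthesis (16), ATF4 stress response (14), zinc response (3) and cell division (18). The inflammation and Nrf2 lists, and part of the NF-kB list, hold genes that the study named from these libraries, so their results are not independent evidence. The other members were taken from general knowledge of each pathway, those of the NF-kB list after the study's plots had been viewed. The tests, samples, lists and alternatives were fixed before the data were examined, except where an alternative is named as added later.

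Genes named in the text were chosen by a rule. For each comparison of LPS with a vehicle or of a drug with LPS, they were the 2 genes with the largest rise and the 2 with the largest fall among called genes. These genes also had a mean normalized count of at least 50 in the higher group and every library of one group beyond every library of the other. The members of the fixed lists were named as well. A gene to which the rule and a list apply is not reported here by name, while the counts and list tests include it. Other genes are named only where a comparison had few calls, and their choice after their values were seen is stated.

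Same-numbered libraries were tested for deviating together, by the correlation across genes of their deviations from their group means (genes with a mean of at least 50). Numbers were taken to pair the libraries where each of the 3 correlations was above 0.1. This held in 14 of 20 comparisons with shared numbers, in which the correlations ran from 0.127 to 0.732. It held for each drug against LPS except MMF at 4 h, where the lowest was 0.0836, and for DMSO against EtOH at both times. LPS was not compared with a vehicle in pairs, because the vehicle libraries carry numbers 4 to 6 and the LPS libraries numbers 1 to 3, and the labels do not say which belong together.

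The alternatives were edgeR 4.0.16 quasi-likelihood tests (TMM or median-of-ratios factors) and DESeq2 1.42.0 on the recovered reads, no low-value filter, pseudocounts of 0.5 and 5, an absolute log2 fold change above 1, all 36 libraries in 1 fit, the replicate number as a block, each library left out in turn, and the calls of the authors' deposited tables. Those added after the data were seen were TMM factors in the limma fit and in the list tests, DESeq2 with a constant dispersion (fitType "mean"), removal of a trend on GC content and gene length, thinning of each library to 14.1 M reads, edgeR for the interaction, and the block for DMSO against EtOH. Overlaps and shares between comparisons that use the same LPS libraries were set beside 20 simulations of an unchanged group. These simulations draw genes independently and so leave out variation shared by genes within a library.

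The steps were tested on simulated data modelled on LPS with DMF against LPS at 24 h, with 200 changed genes. At a log2 change of 1, limma recovered 191 of them with 7 false calls and DESeq2 192 with 19 false calls. At a log2 change of 0.5, limma recovered 114 with 10 false calls, edgeR 119 with 10 false calls, DESeq2 142 with 30 false calls and DESeq2 with constant dispersion 10 with 3 false calls. Limma with the replicate number as a block recovered 192 with 12 false calls at a log2 change of 1. At a log2 change of 0.5 it recovered 86 with 13 false calls. The interaction test recovered 175 of 200 genes at a log2 change of 1 with 5 false calls. A simulated changed list gave a fry p of 1.36e-06 and an unchanged one 0.948.

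Totals, ratios with 1 to 3 reads in a group and shares of reads were computed from the recovered reads. The intervals of these ratios at 95% confidence cover counting error only, since the reads carry no molecular identifiers. The shares of genes come from the limma fold changes. Their 95% intervals take genes as independent, which genes of the same libraries are not, and leave out variation between libraries. Reads shared between members of a gene family could not be reassigned. Figures were drawn with matplotlib 3.10.9. The sequences themselves were not analysed here.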

Results

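The 36 libraries held 14.1 M to 26.7 M counted reads each, with a median of 16.2 M. At 4 h the libraries held 14.95 M to 17.7 M reads and at 24 h 14.1 M to 26.7 M. The deepest was EtOH replicate 4 at 24 h. Between 14594 and 15506 genes had at least 1 read per library, the 10 most abundant genes took 5.13 to 6.59% of the reads, and mitochondrial genes took 1.25 to 2.32%. Over the 1000 most variable genes, the first principal component carried 42.1% of the variance at 4 h and 46.6% at 24 h. With 5000 genes in place of 1000, the share at 4 h was 32.9%. At 4 h the first-component scores were -22.0 ± 7.59 for DMSO and -20.1 ± 8.66 for EtOH against 17.95 ± 5.695 for LPS (SD, n = 3). LPS with CBD lay at 19.9 ± 5.84 and LPS with MMF at 12.8 ± 6.17, whereas LPS with DMF lay between, at -8.51 ± 8.33, and was set apart on the second component at -26.2 ± 3.05. At 24 h the scores were -28.3 ± 1.24 for DMSO, -28.7 ± 0.649 for EtOH, 4.59 ± 3.25 for LPS, 4.22 ± 2.40 for MMF, 14.7 ± 3.81 for DMF and 33.5 ± 2.76 for CBD. On the first component the vehicle groups lay within 1 SD of each other at both times, as did LPS with MMF and LPS alone. On the second component at 4 h, LPS with MMF lay at -1.998 ± 2.501 against 3.602 ± 1.985 for LPS. There each MMF library lay below each LPS library, toward DMF. At 24 h the second-component scores were -16.08 ± 4.587 for MMF and -16.76 ± 3.811 for LPS. LPS with CBD lay within 1 SD of LPS alone at 4 h.

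**Figure D1:**
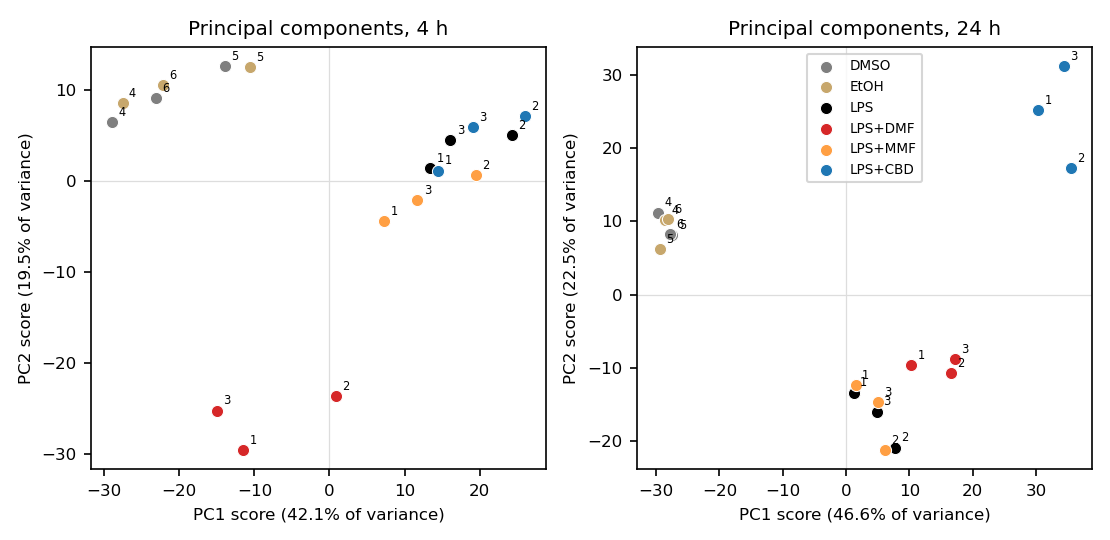
First (horizontal axis) and second (vertical axis) principal component scores of each library at 4 h and at 24 h, coloured by treatment. The vehicle libraries lie apart from all LPS libraries, DMF leaves the LPS group at 4 h, and CBD leaves it furthest at 24 h.

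LPS against DMSO changed 1609 of 11424 genes at 4 h (880 higher, 729 lower) and 2631 of 11574 genes at 24 h (1404 higher, 1227 lower; limma, Benjamini-Hochberg adjusted p below 0.05). Requiring an absolute log2 fold change above 1 moved the first count most, to 324, of which 273 were higher and 51 lower. In 4082 genes, 35.7% of those tested at 4 h, the libraries of the groups did not overlap, where chance gives 10%. Against EtOH the counts were 1169 of 11491 at 4 h (654 higher, 515 lower) and 2412 of 11775 at 24 h (1268 higher, 1144 lower). Beyond a log2 fold change of 1, 246 were higher and 41 lower against EtOH at 4 h. The authors' deposited table has 219 higher and 28 lower beyond that limit, and 380 and 197 without it. These counts depended on single libraries. At 4 h against DMSO, the count was 663 without DMSO replicate 6, 739 without LPS replicate 3 and 1064 without DMSO replicate 5. Against EtOH at 4 h, it was 524 without EtOH replicate 6, 535 without EtOH replicate 4 and 540 without LPS replicate 3. At 24 h against DMSO, it was 1649 without LPS replicate 3, 1705 without DMSO replicate 5 and 1749 without DMSO replicate 6, and against EtOH 1416 without LPS replicate 3 and 1581 without EtOH replicate 5.

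The largest rises and falls lay in genes of the innate immune response and in a few others, and in each the 3 libraries of one group lay beyond the 3 of the other. Il1b (ENSMUSG00000027398, chromosome 2, 129206490 to 129213059, protein coding) rose at 4 h from 20.9 ± 15.9 normalized counts in DMSO to 2048 ± 1402 in LPS (SD, n = 3), a log2 fold change of 6.58 (SE 0.538, limma adjusted p 0.000173). Against EtOH its log2 fold change was 7.17 (adjusted p 0.00124). Ccl20 had 286 reads in LPS against 1 in DMSO at 4 h, a ratio of 286 with a counting interval of 50.9 to 11300. Nos2 rose by a log2 fold change of 6.10 against EtOH (adjusted p 0.00472). At 24 h the largest rises against both vehicles were Lcn2 and Csf3. Lcn2 (ENSMUSG00000026822, chromosome 2, 32274645 to 32278264, protein coding) rose from 31.2 ± 5.35 in DMSO to 4883 ± 1275, a log2 fold change of 7.22 (adjusted p 3.56e-09), and by 7.98 against EtOH. Csf3 rose by 6.59 against DMSO (adjusted p 5.04e-08). The largest falls at 24 h were Ldc1 (ENSMUSG00000023120, chromosome 4, 130102902 to 130116194, protein coding), from 89.9 ± 47.5 in DMSO to 2.10 ± 1.01, a log2 fold change of -4.74 (adjusted p 5.34e-05), and Grin1, with -3.78 against DMSO and -3.82 against EtOH. At 4 h the largest falls were smaller, in Zfp395 (-2.10) and Arhgef18 (-1.66) against DMSO and in Arhgef18 (-2.01) and Lbh (-1.85) against EtOH. The Zfp395 call, with an adjusted p of 0.0247, did not stand without DMSO replicate 5 (0.0844) or 6 (0.0902), without LPS replicate 1 (0.0507) or 3 (0.0861), or in the authors' deposited table (0.0679).

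The LPS calls against the vehicles overlapped, and both share the LPS libraries. At 4 h, 936 genes were called against both vehicles in the same direction (558 higher, 378 lower), which was 58.2% of the calls against DMSO and 80.1% of those against EtOH. Under an absolute log2 fold change above 1 the overlap was 227, the largest move among its alternatives. At 24 h, 2005 genes were shared (1089 higher, 916 lower), 76.2% of the calls against DMSO and 83.1% of those against EtOH. Simulations of 2 unchanged groups against shared LPS libraries gave overlaps of 0 to 1, which leaves open how much the sharing adds where effects are real. Of the genes called against both vehicles, 444 were called at both times, 414 of them in the same direction (325 higher, 89 lower) and 30 in opposite directions.

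**Figure D2:**
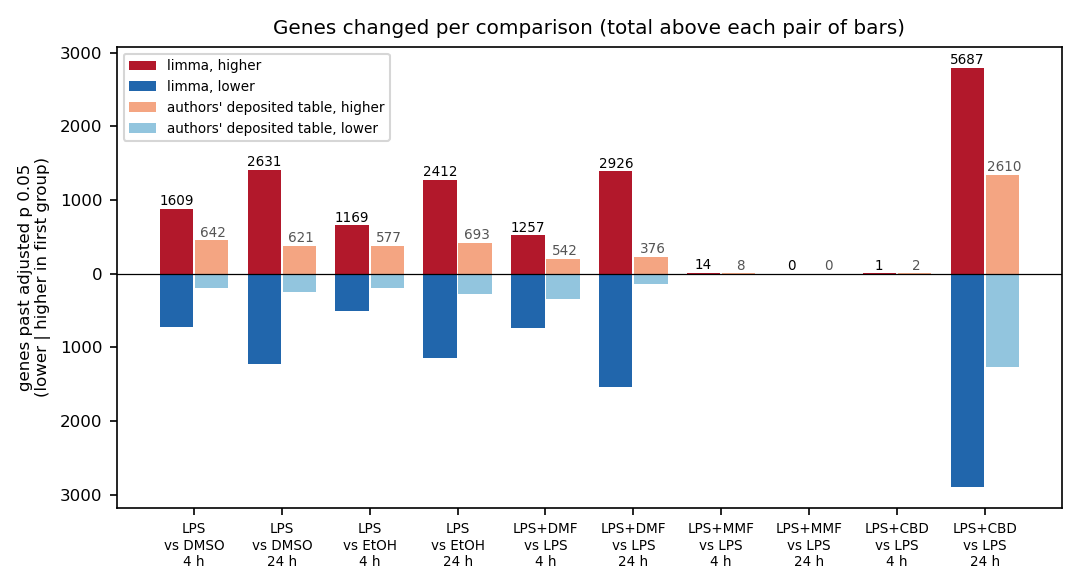
Number of genes past an adjusted p of 0.05 in each comparison of LPS with a vehicle or of a drug with LPS, higher above and lower below the line, for limma and for the authors' deposited tables. CBD at 24 h has the most calls under both, and limma calls more genes than the deposited tables in most comparisons.

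LPS with DMF against LPS changed 1257 of 11371 genes at 4 h (517 higher, 740 lower) and 2926 of 11670 at 24 h (1390 higher, 1536 lower). The alternative that moved the count at 4 h most was the limit on fold change, with 409 genes. With the GC and length trend removed, 767 were higher and 776 lower at 4 h, so the excess of falls was not seen under that correction. With the replicate number as a block, which the libraries supported at 24 h, the count at 24 h was 4566. At 4 h, 122 genes rose and 287 fell beyond a log2 fold change of 1, and at 24 h 208 rose and 115 fell. The groups did not overlap in 30.1% of the tested genes at 4 h and 42.4% at 24 h, against 10% by chance. The count at 4 h was 571 without LPS replicate 3, 588 without DMF replicate 3 and 799 without LPS replicate 1. At 24 h it was 1322 without DMF replicate 3, 1614 without LPS replicate 3 and 1738 without DMF replicate 2.

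The largest DMF rises at 4 h were Hmox1 and Srxn1. Hmox1 (ENSMUSG00000005413, chromosome 8, 75820249 to 75827217, protein coding) stood at 40860 ± 6343 normalized counts with DMF against 3701 ± 613 in LPS (SD, n = 3), a log2 fold change of 3.46 (SE 0.146, limma adjusted p 4.2e-06). Srxn1 (ENSMUSG00000032802, chromosome 2, 151947436 to 151953296, protein coding) stood at 9856 ± 360.5 against 897.6 ± 66.1, also a log2 fold change of 3.46 (adjusted p 1.21e-07). The largest falls were Asb2 (ENSMUSG00000021200, chromosome 12, 103287401 to 103322260, protein coding), from 131 ± 11.7 to 4.85 ± 2.76 (log2 fold change -4.62, adjusted p 0.000188), and Gm5431, from 60.2 ± 10.9 to 1.99 ± 1.93 (-4.61, adjusted p 0.00112). Gm5431 belongs to a family of similar interferon-induced genes, so its share of the family's reads is uncertain. At 24 h the largest rises were Lypd6b (log2 fold change 2.91, adjusted p 0.00836) and S100a8 (2.77, 0.000369). The largest falls were Tnnt2 (-2.29, adjusted p 0.000165) and Hp (-2.06, 2.32e-05). Each of these genes had the libraries of both groups apart.

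MMF changed far fewer genes. At 4 h, 14 of 11431 genes were called with limma (9 higher, 5 lower), 13 with edgeR and 51 with DESeq2, and 843 had an unadjusted p below 0.05. The groups did not overlap in 1541 genes, 13.5% of those tested, where chance gives 10%. The count was 63 without LPS replicate 2, 9 without LPS replicate 1, 1 without LPS replicate 3, and 1, 3 and 2 without MMF replicates 1, 2 and 3. Genes named by the rule included Slc7a11 (ENSMUSG00000027737, chromosome 3, 49846975 to 50398063, protein coding), at 4812 ± 469 normalized counts against 2076 ± 225 in LPS (SD, n = 3; log2 fold change 1.21, SE 0.101, adjusted p 0.00428), Srxn1 (1.11, adjusted p 0.00958) and Fos (-0.97, 0.0485). The libraries of the groups were apart in each. Slc7a11 stayed below 0.05 when any 1 library was left out. Srxn1 was not called without LPS replicate 3 (0.0821) or MMF replicate 1 (0.0806). Fos was not called without LPS replicate 1 (0.0548) or 3 (0.34) or without MMF replicate 1 (0.133), 2 (0.162) or 3 (0.134). Other called genes, named after their values were seen, included Hmox1 (1.10), Slc22a23 (1.08), Gclm (0.81), Slc48a1 (0.75), Txnrd1 (0.70), Rusc2 (0.62) and Tshz1 (0.58), which rose, and Slc28a2 (-0.93), Gpr174 (-0.93) and Plin2 (-0.53), which fell. Of the 14 genes, 13 were also called under DMF at 4 h, all in the same direction (9 higher, 4 lower).

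At 24 h MMF gave 0 calls among 11584 genes with limma, where 440 genes had an unadjusted p below 0.05 and the smallest adjusted p was 0.0777. edgeR gave 0 calls and DESeq2 18, and the groups did not overlap in 9.004% of genes, against 10% by chance. Without LPS replicate 2 the count was 2. With the replicate number as a block, the count was 206, so an absence of effect was not shown.

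CBD changed 1 of 11424 genes at 4 h and 5687 of 11671 at 24 h (2792 higher, 2895 lower). The gene called at 4 h was Slc30a1 (ENSMUSG00000037434, chromosome 1, 191638879 to 191645359, protein coding), at 1618 ± 257 normalized counts against 672 ± 44.6 in LPS (SD, n = 3), a log2 fold change of 1.26 (SE 0.117, limma adjusted p 0.034), with all CBD libraries above all LPS libraries. It was not called without LPS replicate 1 (0.0792) or 3 (0.321) or without CBD replicate 1 (0.125) or 2 (0.388). At 4 h, 363 genes had an unadjusted p below 0.05, edgeR called 1 gene, DESeq2 3 and the replicate block 4, and the groups did not overlap in 10.2% of genes, against 10% by chance. Slc30a1 was also called under DMF at 4 h (log2 fold change 1.07, adjusted p 0.000337). At 24 h the groups did not overlap in 58.7% of genes. Beyond a log2 fold change of 1, 653 genes rose and 549 fell.

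The largest rises under CBD at 24 h were Ffar2 and Gbp8. Ffar2 (ENSMUSG00000051314, chromosome 7, 30517773 to 30523200, protein coding) had 462 reads against 1 in LPS, a ratio of 453 with a counting interval of 80.9 to 17900 (limma adjusted p 6.1e-06). Gbp8 rose from 1.697 ± 1.737 to 138 ± 39.6 normalized counts (SD, n = 3), a log2 fold change of 5.89 (adjusted p 3.03e-05), and its family shares sequence, so its value is uncertain. The largest falls were Cx3cr1 (ENSMUSG00000052336, chromosome 9, 119877749 to 119898945, protein coding), from 299.7 ± 95.2 to 18.6 ± 13.3 (log2 fold change -4.09, SE 0.417, adjusted p 6.66e-05), and Cxcr2, from 625 ± 57.9 to 44.2 ± 17.3 (-3.86, 6.1e-06). The libraries of the groups were apart in all 4 genes.

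Against the vehicles, the authors' deposited tables call 821 genes for LPS with DMF at 4 h and 1777 at 24 h, 324 and 701 for LPS with MMF, and 715 and 3595 for LPS with CBD. In direct comparisons, DMF and MMF differed in 949 genes at 4 h (383 higher with DMF, 566 lower) and 2508 at 24 h (1173 higher, 1335 lower). Beyond a log2 fold change of 1 the balance at 24 h was the other way, with 162 higher and 75 lower. The authors' deposited table has 94 higher and 47 lower beyond that limit, and 235 and 177 without it. For the count at 4 h, the authors' deposited table moved it most, to 209. It was 321 without DMF replicate 3, 369 without MMF replicate 3, 444 without MMF replicate 2 and 519 without MMF replicate 1. At 24 h it was 955 without DMF replicate 3, 1281 without MMF replicate 3, 1426 without MMF replicate 1 and 1461 without DMF replicate 2, and 4639 with the replicate block. CBD and DMF differed in 1770 genes at 4 h (1033 higher with CBD, 737 lower) and 4523 at 24 h (2269 higher, 2254 lower). The count at 4 h was 862 without CBD replicate 3, 907 without DMF replicate 3, 1020 without CBD replicate 2 and 1066 without CBD replicate 1. CBD and MMF differed in 19 genes at 4 h (8 higher with CBD, 11 lower) and 5654 at 24 h (2756 higher, 2898 lower). The count of 19 was also 19 with edgeR, 76 with DESeq2 and 889 with the replicate block. It was 9 without MMF replicate 2, without MMF replicate 3 or without CBD replicate 3, and 11 without CBD replicate 1 or 2.

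DMSO and EtOH did not differ in any gene at 4 h with limma (0 calls, 1051 genes with an unadjusted p below 0.05, smallest adjusted p 0.256). edgeR gave 0 calls and DESeq2 80. The groups did not overlap in 14.6% of genes, against 10% by chance, and without DMSO replicate 4 there was 1 call. With the replicate block, the alternative that moved this count most, 876 genes were called. At 24 h 1 gene was called, with 430 at an unadjusted p below 0.05, 1 call by edgeR, 3 by DESeq2 and 20 with the block. It was Lars2 (ENSMUSG00000035202, chromosome 9, 123195992 to 123291731, protein coding), named after its values were seen, at 4022 ± 547 normalized counts in DMSO against 9137 ± 1047 in EtOH (SD, n = 3), a log2 fold change of -1.19 (SE 0.107, adjusted p 0.00265). With all 36 libraries in 1 fit, no gene was called at 24 h.

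Each comparison of exposure times gave more calls than any drug gave against LPS, except that of CBD at 24 h. Between 24 h and 4 h, 5922 genes differed with DMSO, 6901 with EtOH, 5633 with LPS, 6826 with DMF, 5710 with MMF and 7371 with CBD, about as many higher as lower. Beyond a log2 fold change of 1 more genes were higher at 24 h in each, 611 against 99 lower with DMSO, 871 against 265 with EtOH, 725 against 197 with LPS, 1313 against 461 with DMF, 657 against 150 with MMF and 1252 against 805 with CBD. The DMSO count moved most under the limit on fold change, to 710. The drug effects themselves were compared between times as an interaction. The DMF effect differed between 24 h and 4 h in 1954 genes (984 more positive at 24 h, 970 more negative), and the alternative that moved this most was the limit on fold change, with 577. Without DMF replicate 3 at 24 h it was 1261. The CBD effect differed in 3816 genes (1848 more positive, 1968 more negative). The MMF effect differed in 0 genes with limma, where 384 genes had an unadjusted p below 0.05, and in 0 with edgeR and 0 with DESeq2.

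The question of how alike the drugs were was addressed by shared calls. DMF and CBD at 24 h shared 2086 called genes, of which 1910, or 91.6%, changed in the same direction (831 higher, 1079 lower) and 176 in opposite directions. The limit on fold change moved the same-direction count most, to 154. Both comparisons use the same LPS libraries. When the effects were shuffled over genes and the LPS libraries stayed shared, simulations gave 51.4 to 57.5% in the same direction (483 to 580 of 920 to 1029 genes called in both). They called fewer genes than the data, 2150 to 2264 for DMF and 4872 to 5027 for CBD, so the shares compare better than the counts. With DMF set against MMF in place of LPS, so that no library was shared, 1767 genes were called in both and 1600 of them, or 90.6%, in the same direction. In the authors' deposited tables, 232 genes were called in both, 215 of them in the same direction.

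**Figure D3:**
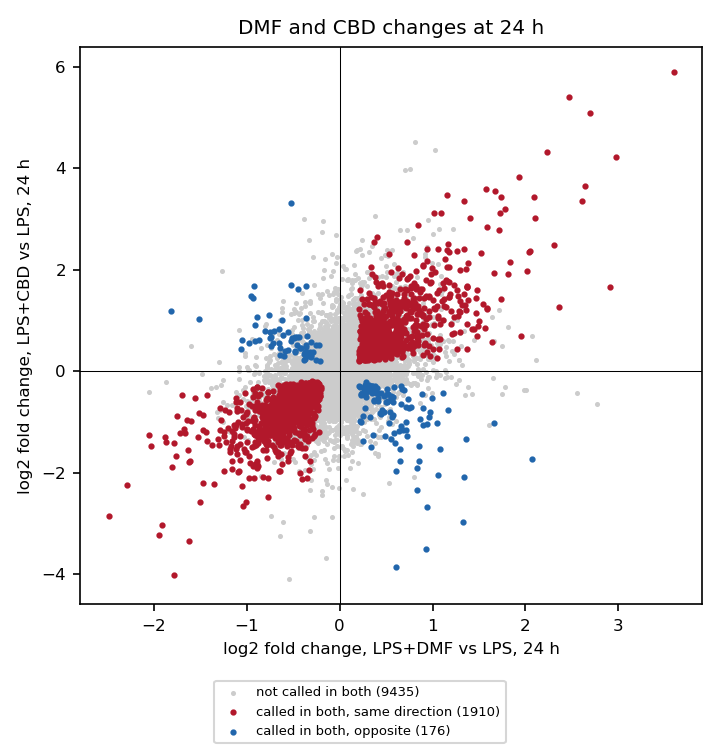
Log2 fold change against LPS at 24 h of each gene with DMF (horizontal axis) and with CBD (vertical axis). Most genes called in both comparisons lie in the quadrants of equal direction.

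The question of whether the drugs move LPS-changed genes back was addressed by the share of genes called for LPS against both vehicles that moved the opposite way with a drug, called or not. That share was 64.7% for DMF at 4 h (606 of 936 genes, 95% interval 61.6 to 67.7), 75.4% for MMF (706 of 936) and 54.8% for CBD. The interval takes genes as independent and so does not cover variation between libraries. At 24 h it was 58.1% for DMF (1152 of 1983), 67.4% for MMF and 59.4% for CBD. Counting only genes also called for the drug moved the DMF value at 4 h most, to 77.9%, or 71.9% with no library shared. Because LPS libraries stand on both sides, simulations of an unchanged drug gave 61.3 to 66.6% at 4 h and 59.6 to 64.1% at 24 h. Only the MMF values lay above these ranges. DMF at 4 h lay within its range, and DMF at 24 h and CBD at both times lay below theirs. CBD at 4 h had 1 called gene and still lay below, so the simulated ranges are a rough guide. With LPS and CBD at 4 h standing in for LPS in the drug comparison, so that no library was shared, the share was 72.6% for MMF (679 of 935) and 59.0% for DMF. With LPS and MMF as the stand-in at 24 h, it was 52.2% for DMF and 57.3% for CBD. At the genes called for DMF, MMF moved the same way in 83.3% at 4 h and 77.04% at 24 h, where simulations of an unchanged group gave 60.5 to 63.4% and 59.8 to 62.8%.

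Of the 80 pairs of gene list and comparison, 36 were called with fry. camera with a preset correlation called 48, the alternative that moved the number most. Of the 36 calls under fry, 35 were among those of camera, and 13 camera calls did not hold under fry. The exception was the zinc list in LPS against DMSO at 24 h (median log2 fold change -0.31, fry adjusted p 0.00746, camera 0.363), where only 2 members were tested, 1 higher and 1 lower, with the lower one called. The inflammation list rose with LPS, with medians of 2.50 at 4 h and 1.56 at 24 h against DMSO (adjusted p 0.000618 and 0.0013) and 2.17 and 1.46 against EtOH (0.000703 and 0.000392). It fell with DMF at 4 h, with a median of -1.78 (adjusted p 0.00744), and 11 of its 14 genes were called lower both over all genes and adjusted over the list alone. Without LPS replicate 3 the adjusted p was 0.0522. At 24 h the list rose with DMF, with a median of 0.51 (adjusted p 0.0325) and 8 genes called higher, 9 adjusted over the list alone. That call did not stand without LPS replicate 1 (0.0639), 2 (0.0625) or 3 (0.088) or DMF replicate 2 (0.108) or 3 (0.127). With MMF the list was called neither at 4 h (median -0.19, adjusted p 0.235; 1 gene called, 4 adjusted over the list alone) nor at 24 h (median 0.04, mean -0.00, 0.655). Nor was it called with CBD at 4 h (median 0.15, 0.622), although the replicate block gave 0.00509. At 24 h with CBD, 5 genes were called higher and 5 lower, and the median of -0.08 and the mean of -0.13 differed in sign from the test, which pointed up (0.797).

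**Figure D4:**
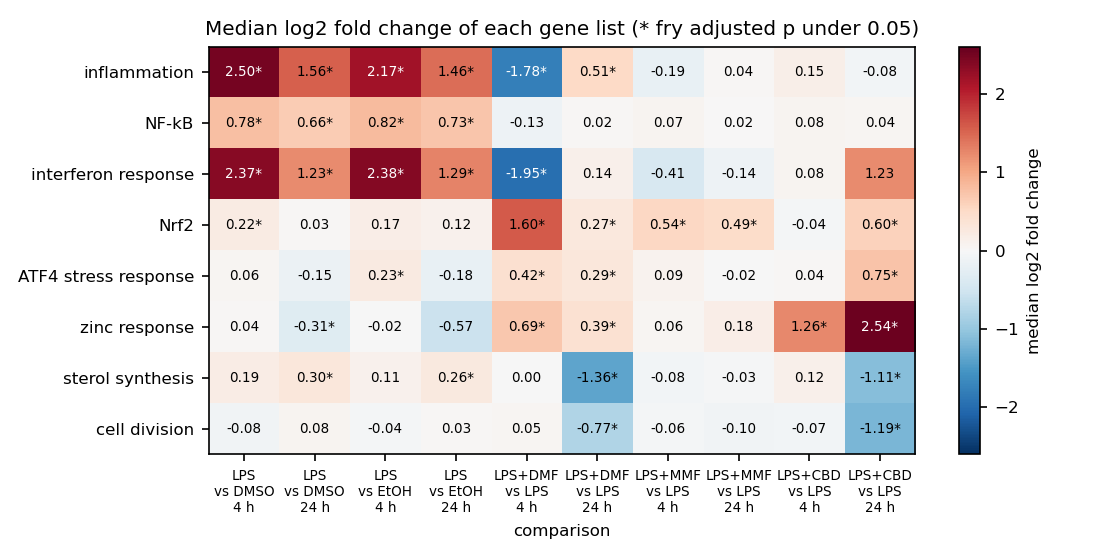
Median log2 fold change of each gene list (vertical) in each comparison (horizontal), with an asterisk where the fry adjusted p is under 0.05. The inflammation and interferon lists fall with DMF at 4 h, and the sterol synthesis and cell division lists fall with DMF and CBD at 24 h.

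Among inflammation genes, Ccl7 changed with DMF at 4 h by a log2 fold change of -3.18 (limma adjusted p 0.000903) and Il1b by -3.09 (0.0281). The Il1b call rested on the test, since edgeR gave an adjusted p of 0.0561 or 0.0586, DESeq2 0.0853 and 0.134 stood in the authors' deposited table. It was also lost without LPS replicate 2 (0.0732) or 3 (0.0642) or DMF replicate 1 (0.0951) or 3 (0.1). At 24 h with CBD, Ccl7 rose by 3.48 and Ccl2 by 2.29, whereas Il1b changed by -3.50. The NF-kB list rose with LPS, with medians of 0.78 and 0.66 against DMSO at 4 h and 24 h and 0.82 and 0.73 against EtOH (adjusted p 0.00642, 0.00375, 0.00642 and 0.00391). The list was not called for DMF at 4 h (median -0.13, adjusted p 0.618; 1 gene called higher and 4 lower, 1 and 5 adjusted over the list alone), although the replicate block gave 0.027. Its other medians were 0.02 for DMF at 24 h (0.639), 0.07 and 0.02 for MMF (0.654 and 0.906) and 0.08 for CBD at 4 h (0.762). For CBD at 24 h the median was 0.05 and the mean -0.05, with the test pointing down (0.906), and 4 genes were called higher and 3 lower both over all genes and adjusted over the list alone.

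The interferon list rose with LPS, with medians of 2.37 and 1.23 against DMSO (adjusted p 0.0374 and 0.00642) and 2.38 and 1.29 against EtOH (0.0402 and 0.00634). The calls at 4 h were lost without any 1 of several libraries. Against DMSO these were DMSO replicates 4 (0.0741) and 6 (0.114) and LPS replicates 1 (0.0743), 2 (0.112) and 3 (0.111). Against EtOH they were EtOH replicates 4 (0.0936) and 6 (0.125) and LPS replicates 1 (0.0797), 2 (0.122) and 3 (0.115). With DMF at 4 h the list fell, with a median of -1.95 (adjusted p 0.022), and 13 of 15 tested genes were called lower, 15 adjusted over the list alone. The call was lost without LPS replicate 2 (0.0501) or 3 (0.0691) or DMF replicate 1 (0.0708) or 3 (0.0708). No call was made for DMF at 24 h (0.14, 0.584), for MMF (-0.41 with 0.639 at 4 h, -0.14 with 0.692 at 24 h) or for CBD at 4 h (0.08, 0.906). The replicate block called it for MMF at 24 h (0.00926). For CBD at 24 h the median was 1.23 with 12 genes called higher, and the adjusted p of 0.0514 lay just above the threshold. It was 0.0311 without CBD replicate 2, 0.0486 without CBD replicate 3 and 0.0462 with no filter.

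The Nrf2 list rose with DMF, with a median of 1.60 at 4 h (adjusted p 0.000392; 9 genes called higher and 1 lower, 12 and 1 adjusted over the list alone) and 0.27 at 24 h (0.0283; 8 higher and 1 lower both ways). It rose with MMF, with a median of 0.54 at 4 h (0.00779; 5 genes called higher, 7 higher and 1 lower adjusted over the list alone) and 0.49 at 24 h (0.00644; 0 called over all genes, 10 adjusted over the list alone). With CBD it was not called at 4 h (-0.04, 0.622) and rose at 24 h (0.60, 0.0039; 9 higher and 1 lower). The DMF call at 24 h was lost without LPS replicate 1 (0.129), 2 (0.0579) or 3 (0.089) or DMF replicate 2 (0.116) or 3 (0.107). With LPS at 4 h it rose by a median of 0.22 against DMSO (0.0328), a call lost without LPS replicate 1 (0.0559), 2 (0.0851) or 3 (0.0609) or DMSO replicate 5 (0.083) or 6 (0.108). It was not called against EtOH (0.17 with 0.159 at 4 h, 0.12 with 0.655 at 24 h) or against DMSO at 24 h, where the median was 0.03, the mean -0.06 and the test pointed down (0.655).

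**Figure D5:**
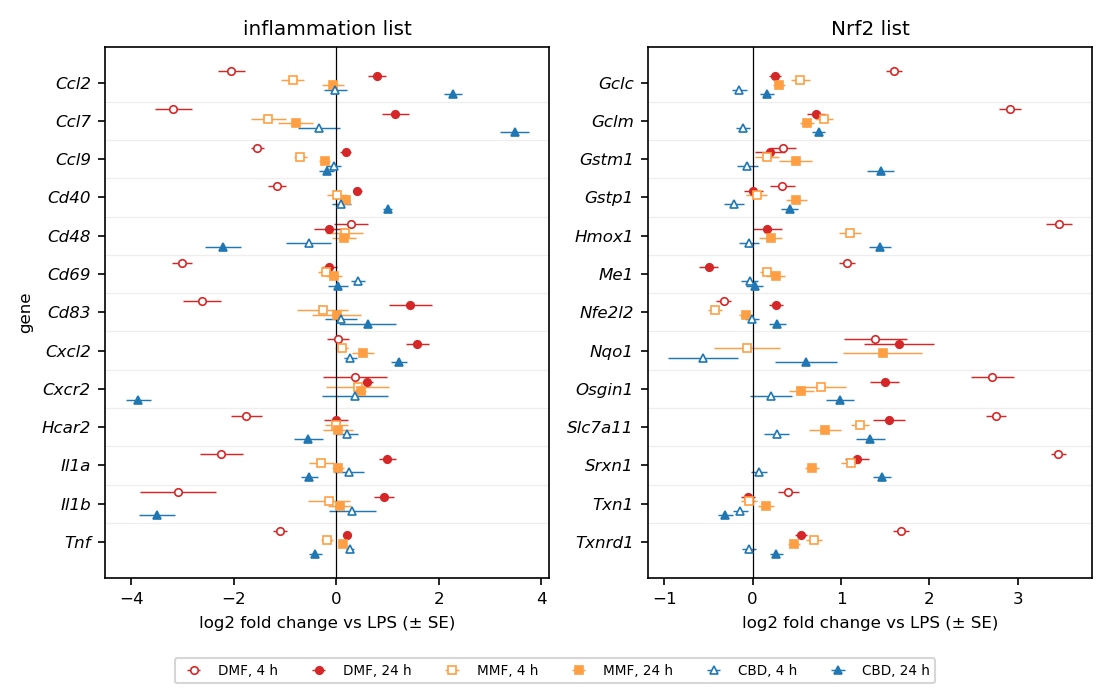
Log2 fold change against LPS (horizontal axis, with SE) of the reported genes of the inflammation and Nrf2 lists (vertical axis), for each drug and time. DMF at 4 h moves most inflammation genes down and most Nrf2 genes up.

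The sterol synthesis list fell at 24 h with DMF (median -1.36, adjusted p 0.000392, 16 of 16 genes called lower) and with CBD (-1.11, 0.0117, 15 of 16 lower), and the counts adjusted over the list alone were equal. The CBD call was lost without LPS replicate 2 (0.0507) and with the replicate block (0.0524). At 4 h it was called for neither, with a median of -0.00 for DMF, where the test pointed up (0.985), and 0.12 for CBD (0.662), and MMF gave -0.08 (0.716) and -0.03 (0.639). The list rose with LPS at 24 h, by 0.30 against DMSO (0.00642; 10 genes, 13 adjusted over the list alone) and 0.26 against EtOH (0.0374; 9 genes). The latter was lost without EtOH replicate 4 (0.0873) or 6 (0.109) or LPS replicate 1 (0.0643), 2 (0.114) or 3 (0.118). The cell division list fell at 24 h with DMF (-0.77, 0.0399) and CBD (-1.19, 0.00744), with 18 of 18 genes called lower in both. The DMF call was lost without LPS replicate 1 (0.136), 2 (0.0625) or 3 (0.128) or DMF replicate 2 (0.103) or 3 (0.124). It was not called at 4 h for DMF (0.05, 0.382) or CBD (-0.07, 0.223), or for MMF (-0.06 with 0.683 and -0.10 with 0.692). With LPS it was not called, except without DMSO replicate 5 at 4 h (0.0343).

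The ATF4 list rose with DMF at 4 h (median 0.42, adjusted p 0.0335, 6 genes called) and 24 h (0.29, 0.00559, 7 genes) and with CBD at 24 h (0.75, 0.000735, 9 genes called higher and 2 lower), with equal counts adjusted over the list alone. The DMF call at 4 h was lost without LPS replicate 1 (0.136), 2 (0.0578) or 3 (0.114) or DMF replicate 2 (0.117) or 3 (0.106), and with the replicate block (0.0502). It rose with LPS against EtOH at 4 h (0.23, 0.0325), a call lost without EtOH replicate 4 (0.096), 5 (0.0737) or 6 (0.0683) or LPS replicate 3 (0.085). It was not called against DMSO (0.06 with 0.331 at 4 h, -0.15 with 0.0741 at 24 h), against EtOH at 24 h (-0.18, 0.106), for MMF (0.09 with 0.481, and at 24 h a median of -0.02 and a mean of 0.00 with 0.966) or for CBD at 4 h (0.04, 0.692). At 24 h it was called without DMSO replicate 6 (0.0363) and, against EtOH, without EtOH replicate 4 (0.0135).

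The zinc list, of Slc30a1, Mt1 and Mt2, rose with CBD at 4 h (median 1.26, adjusted p 0.00642; 1 gene called over all genes, 3 adjusted over the list alone) and 24 h (2.54, 0.00167; 3 genes both ways). It also rose with DMF at 4 h (0.69, 0.00309; 1 gene, 2 adjusted over the list alone) and 24 h (0.39, 0.00256; 2 genes, 3 adjusted over the list alone), but was not called for MMF (0.06 with 0.692, 0.18 with 0.119) or with LPS outside the comparison with DMSO at 24 h. Only 2 of the 3 members were tested for DMF at 4 h and for MMF at both times. At 24 h with CBD, Mt2 rose by a log2 fold change of 4.35, Mt1 by 2.54 and Slc30a1 by 1.37. At 4 h Mt1 rose by 0.93, which was not called over all genes (limma adjusted p 0.295). Mt1 and Mt2 are paralogs, so reads shared between them could not be assigned with certainty.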

Values the study reported

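The study reported around 600 differentially expressed genes for LPS against either vehicle at 4 and 24 h, most of them upregulated, and 137 genes upregulated at both times irrespective of the vehicle. For LPS with DMF against LPS alone it reported 542 genes at 4 h and 376 at 24 h. For MMF it reported 8 genes at 4 h, all shared with DMF, and no change at 24 h. For CBD it reported 2 genes at 4 h and 2610 at 24 h, and stated that none of the CBD genes at 24 h was shared with DMF at that time.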

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

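The thinned reads, the removal of the GC and length trend and the edgeR fit of the interaction were chosen after the result was seen, while the interaction tests, the other splits of the libraries and the share of reads in abundant genes were not. The effect of DMF and that of CBD differed between 24 h and 4 h, by the interaction test in limma (Benjamini-Hochberg adjusted p below 0.05), and these differences are weighed here. Values are the log2 effect at 24 h minus that at 4 h.

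The DMF effect differed between times in 1954 genes, among them 29 of 35 named genes tested. The difference was positive where a fall at 4 h was absent or turned into a rise at 24 h. This was so for Asb2 (4.48), Ccl7 (4.32), Gm5431 (4.25), Cd83 (4.05), Il1b (4.01), Il1a (3.23), Cd69 (2.87), Ccl2 (2.84), Hcar2 (1.74), Ccl9 (1.72), Cd40 (1.56), Tnf (1.31), Nfkbie (1.13), Nfe2l2 (0.58) and Nfkbid (0.50). S100a8 (2.52) and Cxcl2 (1.55) rose at 24 h without a comparable rise at 4 h. The difference was negative where a rise at 4 h was smaller, absent or turned into a fall at 24 h, in Hmox1 (-3.31), Srxn1 (-2.28), Gclm (-2.21), Me1 (-1.57), Gclc (-1.35), Osgin1 (-1.23), Slc7a11 (-1.22), Txnrd1 (-1.14) and Ikbkg (-0.73). It was also negative where a fall was larger at 24 h, in Tnnt2 (-2.26) and Hp (-0.98). The reads of Gm5431 are uncertain because of its gene family.

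The tables argue against several technical causes of the DMF difference as the whole cause. Of 100 splits of the 12 libraries, the real one included, 1 gave as many genes, and the highest other gave 619. The other splits mix DMF and LPS libraries, so the DMF effects widen the spread within their groups. That lowers their counts whether or not the effect differs between times, so the splits do not decide on chance. Thinning every library to the shallowest gave 1868 genes and removing the GC and length trend gave 2296. The mean share of reads in the 10 most abundant genes differed between the DMF and LPS groups by 0.119 percentage points at the time when it differed more, 24 h. Single libraries there ran from 6.01 to 6.08% with DMF and from 5.60 to 6.22% with LPS, so they overlapped. Without DMF replicate 3 at 24 h the count was 1261, the lowest of 12 omissions. The authors' size factors do not enter this test, which used joint factors. The labels give no batch, and each time is compared with its own LPS libraries. A response to DMF that is stronger at 4 h and fades may explain the part of the pattern in the antioxidant genes named above. That is a hypothesis found and tested on the same libraries, and it cannot explain the whole pattern. The sterol synthesis and cell division lists fell at 24 h (medians -1.36 and -0.77) but not at 4 h (-0.00 and 0.05). The medians of the other lists were larger in size at 4 h.

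The CBD effect differed between times in 3816 genes, among them 22 of 31 named genes tested. The difference was positive in Gbp8 (5.81), Ffar2 (5.68), Ccl7 (3.82), Ccl2 (2.31), Gstm1 (1.51), Hmox1 (1.49), Srxn1 (1.39), Slc7a11 (1.07), Nfkbib (0.98), Cxcl2 (0.96), Cd40 (0.91), Gclm (0.86), Gstp1 (0.64) and Txnrd1 (0.31). It was negative in Cxcr2 (-4.22), Cx3cr1 (-3.95), Il1b (-3.81), Cd48 (-1.65), Nfkbid (-0.93), Tnf (-0.67) and Nfkb2 (-0.61). Ffar2 and Gbp8 had few reads in the LPS libraries and were not tested at 4 h on their own, so the sizes given for them depend on the pseudocount.

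Thinning gave 3657 genes for the CBD difference and removing the GC and length trend gave 3906, and the group means of the abundant genes' share of reads differed by 0.131 percentage points at the time when they differed more. At 24 h single libraries ran from 5.72 to 5.94% with CBD, within the 5.60 to 6.22% of LPS. These values argue against depth, GC content or length, and abundant genes as the whole cause. Of 100 splits, 5 gave as many genes, the real one included, and the highest gave 4806, so by this count chance cannot be excluded. All of the other such splits kept the 24 h CBD libraries together and apart from the 24 h LPS libraries, which leaves the effect at 24 h in place and mixes only the 4 h libraries. Among splits that mixed the 24 h groups the highest count was 0. The split test therefore says little on whether the 4 h effect matters, and it stays open. A biological difference between exposure times stays open as well, which may need the longer exposure (the counts of 3657 and 3906 stand with it).

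The MMF effect was not found to differ between times. With limma 0 genes were called, 384 had an unadjusted p below 0.05, and edgeR and DESeq2 gave 0 each. Because 0 genes were called, all 100 splits gave at least as many whatever they held, so that count decides nothing on chance.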

How the results depend on the processing

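The alternatives added after the data were seen were TMM factors in the limma fit and the list tests, DESeq2 with fitType mean, removal of a GC and length trend with or without the replicate block, thinning to the shallowest library, edgeR for the interactions, and the block for DMSO against EtOH. A count is said here to have moved when it changed by over 1.5 times. None of the named results for single genes reversed its direction. No count moved under either edgeR setting, either pseudocount, TMM factors in the limma fit, or removal of the GC and length trend alone, for the results to which each was applied. The list tests already used median-of-ratios factors, so the list alternative that names these factors was not run as such, and TMM factors gave 36 called pairs as before. No other alternative fixed in advance was left out. Unless a cause is named, the cause was not tested.

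With 500 genes in place of 1000, the first component carried 49.5% of the variance at 4 h and 50.7% at 24 h, and with 5000 genes 32.9% and 41.3%. Genes of lower variance enter or leave by construction.

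Requiring an absolute log2 fold change above 1 lowered counts by construction. LPS against DMSO gave 324 genes at 4 h and 516 at 24 h, and against EtOH 287 and 546. DMF against LPS gave 409 and 323, MMF at 4 h 5 and CBD at 24 h 1202. DMF against MMF gave 266 and 237, CBD against DMF 463 and 828, and CBD against MMF 8 and 1175. Between times the counts were 710 with DMSO, 1136 with EtOH, 922 with LPS, 1774 with DMF, 807 with MMF and 2057 with CBD. The interactions gave 577 genes for DMF and 1126 for CBD. The overlap of the LPS calls against both vehicles was 227 at 4 h, 422 at 24 h and 121 across times, that of DMF with MMF at 4 h 5, and that of DMF with CBD at 24 h 154.

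The authors' deposited tables gave 642 and 621 genes for LPS against DMSO at 4 h and 24 h, 577 and 693 against EtOH, 542 and 376 for DMF, 8 for MMF at 4 h, and 2 and 2610 for CBD. They gave 209 and 412 for DMF against MMF, 744 and 2174 for CBD against DMF, and 12 and 2997 for CBD against MMF. Between times they gave 1877 with DMSO, 3976 with EtOH, 2121 with LPS, 4009 with DMF and 1338 with MMF. Their overlaps were 416 and 518 genes for LPS against both vehicles, 141 across times, 8 for DMF with MMF at 4 h and 215 for DMF with CBD at 24 h. DESeq2 with fitType mean gave the same counts as these tables for each comparison, so a single dispersion level was enough to give them.

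DESeq2 with its default trend gave more genes where limma called few. It called 51 genes for MMF at 4 h and 18 at 24 h, 3 for CBD at 4 h, 76 for CBD against MMF at 4 h, and 80 and 3 for DMSO against EtOH at 4 h and 24 h. The overlap of DMF with MMF was 45 at 4 h and 12 at 24 h. In simulated data DESeq2 made more false calls than limma, as the processing part gives.

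With all 36 libraries in 1 fit, LPS against DMSO at 4 h gave 2435 genes and DMF at 4 h 2580. MMF gave 55 at 4 h and 6 at 24 h, and CBD at 4 h 3. DMF against MMF at 4 h gave 2422, CBD against DMF 3122 and CBD against MMF 30, and DMSO against EtOH gave 3 at 4 h and 0 at 24 h. With no filter on low values, MMF at 24 h gave 3 genes (Srxn1, Cat and Gclm), CBD at 4 h 2, and the overlap of DMF with MMF at 24 h was 3.

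The share of LPS genes moving the opposite way at 4 h, when a call against either vehicle was enough, was 59.8% for DMF, 78.2% for MMF and 62.4% for CBD. Counting only genes also called for the drug, it was 77.9% of 340 genes for DMF at 4 h and 65.3% of 697 at 24 h, 66.7% for MMF at 4 h (2 of 3 genes, 95% interval 20.8 to 93.9) and 62.0% of 1251 for CBD at 24 h. These values share the LPS libraries, and no simulated value for an unchanged drug applies to them. With no library shared they were 71.9% of 392 genes for DMF at 4 h, 57.0% of 574 for DMF at 24 h and 57.4% of 1229 for CBD at 24 h.

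No paired analysis of LPS against a vehicle was run, because the groups share no replicate number in the labels. A block that joins number 4 to 1, 5 to 2 and 6 to 3 was not run, so its effect on those counts is unknown. With the replicate number as a block, DMF at 24 h gave 4566 genes, MMF 179 and 206, and CBD at 4 h 4. DMF against MMF gave 1740 and 4639, CBD against MMF at 4 h 889, DMSO against EtOH 876 and 20, and the MMF interaction 2. With the GC and length trend removed as well, DMF gave 2387 and 4660, MMF 173 and 186, and CBD at 4 h 19. At 4 h the numbers did not pair the MMF libraries with those of LPS or DMF, so the blocked counts for these are less secure. In the list tests the block called the interferon list for MMF at 4 h (0.0278) beside the changes the results give for it, and it changed no other call. Thinned to the shallowest library, CBD at 4 h gave 2 genes, and no other count moved.

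Leaving out 1 library gave 663 to 1636 genes for LPS against DMSO at 4 h and 1649 to 2780 at 24 h, and 524 to 1176 and 1416 to 2504 against EtOH. It gave 571 to 1275 and 1322 to 3348 for DMF, 1 to 63 and 0 to 2 for MMF, and 0 to 1 and 4313 to 5418 for CBD. DMF against MMF gave 321 to 1226 and 955 to 2956, CBD against DMF 862 to 2023 and 3254 to 4363, and CBD against MMF 9 to 13 and 4554 to 5378. DMSO against EtOH gave 0 to 1 at 4 h and 1 at 24 h. Between times the ranges were 4703 to 6077 with DMSO, 5857 to 6841 with EtOH, 4230 to 5920 with LPS, 5622 to 6882 with DMF, 4680 to 5524 with MMF and 6559 to 6892 with CBD. The interactions gave 1261 to 2112 genes for DMF, 0 to 0 for MMF and 3008 to 3995 for CBD, and the lists 29 to 37 called pairs. The results name each library whose omission moved a count.

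Of the 425 named results for single genes, 6992 values over the alternatives kept their call, 628 fell short of the threshold and 0 reversed. At least 1 setting took the call from 155 of the results. Of the lost calls, 274 came from leaving out 1 library, 139 from the authors' deposited tables, 139 from DESeq2 with fitType mean, 46 from all 36 libraries in 1 fit, 12 from the absence of a filter, 6 from DESeq2, 3 from edgeR with TMM factors and 5 with median-of-ratios factors, 2 from removal of the GC and length trend and 2 from thinning. Of the 33 largest rises and falls, 28 kept their call under every setting run. The other 5 included Zfp395 in LPS against DMSO at 4 h, Srxn1 and Fos for MMF at 4 h and Slc30a1 for CBD at 4 h. The Fos call was also lost with thinned reads (0.069) and in the authors' deposited table (0.386), within a range of adjusted p from 1.52e-06 to 0.386 over its alternatives.

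The depth of 14.1 M to 26.7 M reads per library limited genes with few reads, and ratios against a group with 1 read carry wide counting intervals. With 3 libraries per group, simulated data gave 114 of 200 genes at a log2 change of 0.5 with limma.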

Other observations

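The test of the authors' dispersion setting and that of the vehicle numbers were chosen after the result was seen, whereas the other tests of this part were not. The results of other splits of the libraries come from the planned comparisons.

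The counts differed from those quoted from the study, as follows. LPS against DMSO gave 1609 genes at 4 h and 2631 at 24 h, and against EtOH 1169 and 2412. These are higher than the number quoted from the study above. The genes called higher at both times against both vehicles numbered 325 here. That is higher than the number quoted from the study above. DMF gave 1257 genes at 4 h and 2926 at 24 h. Both are higher than the values quoted above. MMF gave 14 genes at 4 h. That is higher than the value quoted above. CBD gave 1 gene at 4 h and 5687 at 24 h. The former is lower and the latter higher than the values quoted above. DMF and CBD shared 2086 called genes at 24 h here, and 232 in the authors' deposited tables. The statement quoted above that none was shared differs from both.

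One cause of the smaller counts in the authors' deposited tables was tested. DESeq2 with fitType mean, which sets 1 dispersion level for genes of every abundance, was run on the recovered reads of each of the 24 comparisons. Standard errors were compared for genes above a floor of mean count, 10665 to 11023 of the 17161 to 17778 listed per comparison. In each comparison, 100% of these genes had a standard error within 0.1% of that deposited. With the default trend the standard errors were smaller, with a median ratio of the deposited to the default value of 1.398 to 1.984 over the comparisons. The default trend called 1.42 to 7.82 times as many genes in the 18 comparisons with at least 100 deposited calls. The genes called were the same as in the deposited table in all 24 comparisons, so a single dispersion level accounts for the deposited counts, in a test that would have shown other standard errors if not. No biological explanation applies to a difference between fits of the same reads.

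Whether MMF acts as a weaker DMF was tested at the genes called for DMF. Under MMF 83.3% of these moved the same way at 4 h and 77.04% at 24 h, above the simulated ranges for an unchanged group of 60.5 to 63.4% and 59.8 to 62.8%. The slope of the MMF on the DMF changes was 0.236 at 4 h and 0.170 at 24 h across genes, which are not independent replicates. Both changes are taken against the same LPS libraries, and no slope was simulated for an unchanged group. The slopes therefore cannot be told apart from what the sharing gives. The correlation of the MMF with the DMF changes over all genes was simulated. It was 0.518 at 4 h and 0.436 at 24 h, where unchanged groups gave 0.1525 to 0.2329 and 0.1964 to 0.2604. The correlations thus argue against the sharing, as simulated, as their whole cause. These ranges are a rough guide, since CBD at 4 h, with 1 called gene, gave 0.0691, below them. At 4 h the shared LPS libraries were excluded as the cause, because with LPS and CBD libraries in place of LPS in the MMF comparison the share was 84.8%. Leaving out 1 library there gave 81.9 to 84.3%. Of 10 splits of those libraries, 1 was as far from an even share, the real one, and the highest other was 77.2%, which also parted all 3 pairs, but so few splits cannot exclude chance. The simulations leave out variation shared by genes within a library. A weaker effect of MMF in the direction of DMF stays a hypothesis that the shares allow, and the slopes do not measure its size. The share is not specific to MMF, since CBD moved these genes the same way in 84.7% at 24 h, with a slope of 0.884, though in 51.6% at 4 h.

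The genes that LPS changed against both vehicles moved the opposite way with DMF at 4 h in 64.7% of cases. That lay within the 61.3 to 66.6% of simulations in which an unchanged drug shared the LPS libraries. The simulated range is a rough guide, since CBD at 4 h, with 1 called gene, gave 54.8%, below it. The simulations also called 1252 to 1335 LPS genes, against 936 in the data. Whether the sharing explains the DMF value therefore cannot be told from this range. With no library shared, DMF gave 59.0%, with 58.0 to 63.0% when 1 library was left out. Of 10 splits, 5 were as far from an even share, and the highest other was 69.0%. The numbers pair these libraries, and of the 4 splits that part all 3 pairs 2 were as far, the real one and the one with 69.0%. Among the genes also called for DMF with no library shared, 282 of 392, or 71.9%, moved the opposite way, and splits were not tested for these. Whether DMF moves the LPS genes back as a whole set therefore cannot be told apart from variation between libraries, while most of those it changed past the threshold moved back. For MMF at 4 h the share with no library shared was 72.6%, with 68.5 to 74.9% on leaving out 1 library. That excludes the shared libraries as the whole cause. Of 10 splits, 1 was as far, the real one, and the highest other was 69.8%, or 66.7% among those that part all 3 pairs. With so few splits, variation between libraries stays open, as does an effect of MMF.

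The overlap of DMF and CBD at 24 h was tested for the shared LPS libraries. Of the genes called in both, 91.6% changed in the same direction, against 51.4 to 57.5% in simulations that shuffled the effects and kept the sharing, and with no shared library the share was 90.6%. The simulations called fewer genes than the data, so their counts are not set against the 1910 genes. The shared libraries are thus excluded as the whole cause. Whether the shared part, in which sterol synthesis and cell division genes fall, reflects a common action or a common response to slower growth was not tested. It may be either, since 1910 genes show only that the changes coincide. The paper's viability assays reported that DMF, MMF and CBD each inhibited proliferation of these cells, and it worked below the inhibitory concentrations it derived. It also lowered the serum before treatment in the LPS experiments. How far growth was slowed in these libraries is not known.

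Vehicle libraries carry numbers 4 to 6 and LPS libraries 1 to 3, and it was asked whether 4 goes with 1, 5 with 2 and 6 with 3. In 10 of 16 comparisons of vehicle and LPS arms all matched pairs deviated together with a correlation above 0.1, 8 of 8 at 4 h and 2 of 8 at 24 h. The lowest matched correlation was -0.279, the highest 0.687, and the highest of unmatched pairs 0.375. A shared experiment behind the numbers could hold at 4 h, but the values at 24 h do not decide it. For LPS alone, all matched pairs were above 0.1 with DMSO at 4 h (lowest 0.213) and 24 h (0.112). The same held with EtOH at 4 h (0.337) but not at 24 h (-0.117). The labels do not give this pairing and the numbers were not used to pair vehicles with LPS. The LPS results therefore leave out a pairing that the correlations allow in these 3 comparisons.

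With 3 libraries against 3 there are 10 splits, so chance cannot be excluded for any single comparison by this count. The real split was the only 1 of 10 with as many genes in 18 comparisons, including each LPS comparison, DMF at both times and CBD at 24 h. As many or more came from 2 of 10 splits for MMF at 4 h and for CBD against MMF at 4 h, from 3 for CBD at 4 h and for DMSO against EtOH at 24 h, and from 10 for MMF at 24 h and for DMSO against EtOH at 4 h, where 0 genes were called with limma and the count of splits therefore decides nothing. For CBD at 4 h, 562 genes were called between LPS replicates 1 and 3 with CBD replicate 1 and LPS replicate 2 with CBD replicates 2 and 3. For CBD against MMF at 4 h, 78 genes were called between MMF replicates 1 and 3 with CBD replicate 1 and the rest. Both follow the replicate numbers in all but 1 pair, and with the replicate block the real comparisons gave 4 and 889 genes. Of the 4 splits that part all 3 pairs, the real one alone gave as many genes for both, and the others gave 0. The splits with as many genes for DMSO against EtOH at 24 h, with 2 and 3 genes, also parted only 1 pair, and the block gave 20 genes. For MMF at 4 h, where the numbers did not pair the libraries, the other split gave 88 genes.

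Zinc-response genes were the clearest change with CBD at 4 h, as a list fixed in advance, but the list holds 3 genes, of which the study named Slc30a1 and Mt1 in other cells. Over all genes only Slc30a1 was called. DESeq2 called 3 genes and the replicate block 4, among them Mt1 and Slc39a10 in both, the latter named after its values were seen (log2 fold change -0.94, limma adjusted p 0.0766). No explanation of this change was tested.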
